# Differential neutrophil gene expression in early bovine pregnancy

**DOI:** 10.1186/1477-7827-11-6

**Published:** 2013-02-05

**Authors:** Keiichiro Kizaki, Ayumi Shichijo-Kizaki, Tadashi Furusawa, Toru Takahashi, Misa Hosoe, Kazuyoshi Hashizume

**Keywords:** Pregnancy diagnosis, Neutrophils, Bovine, ISGs

## Abstract

**Background:**

In food production animals, especially cattle, the diagnosis of gestation is important because the timing of gestation directly affects the running of farms. Various methods have been used to detect gestation, but none of them are ideal because of problems with the timing of detection or the accuracy, simplicity, or cost of the method. A new method for detecting gestation, which involves assessing interferon-tau (IFNT)-stimulated gene expression in peripheral blood leukocytes (PBL), was recently proposed. PBL fractionation methods were used to examine whether the expression profiles of various PBL populations could be used as reliable diagnostic markers of bovine gestation.

**Methods:**

PBL were collected on days 0 (just before artificial insemination), 7, 14, 17, 21, and 28 of gestation. The gene expression levels of the PBL were assessed with microarray analysis and/or quantitative real-time reverse transcription (q) PCR. PBL fractions were collected by flow cytometry or density gradient cell separation using Histopaque 1083 or Ficoll-Conray solutions. The expression levels of four IFNT-stimulated genes, interferon-stimulated protein 15 kDa (*ISG15*), myxovirus-resistance (*MX*) *1* and *2*, and 2′-5′-oligoadenylate synthetase (*OAS1*), were then analyzed in each fraction through day 28 of gestation using qPCR.

**Results:**

Microarray analysis detected 72 and 28 genes in whole PBL that were significantly higher on days 14 and 21 of gestation, respectively, than on day 0. The upregulated genes included IFNT-stimulated genes. The expression levels of these genes increased with the progression of gestation until day 21. In flow cytometry experiments, on day 14 the expression levels of all of the genes were significantly higher in the granulocyte fraction than in the other fractions. Their expression gradually decreased through day 28 of gestation. Strong correlations were observed between the expression levels of the four genes in the granulocyte fractions obtained with flow cytometry and with density gradient separation.

**Conclusions:**

The expression profiles of *ISG15*, *MX1*, *MX2*, and *OAS1* could be a useful diagnostic biomarker of bovine gestation. Assessing the expression levels of these genes in a granulocyte fraction obtained with density gradient separation is a practical way of detecting gestation in cows within three weeks of insemination.

## Background

The early detection of gestation would help improve reproductive efficiency and bring economic benefits for the food animal industry [1,2]. Various effective methods for gestation confirmation have been developed, such as the detection of serum and/or milk progesterone levels [3-5], detection of pregnancy-associated glycoproteins [6], observation of estrous behavior, and the rectal or ultrasonic detection of the conceptus/corpus luteum [7,8].

Assessing the expression levels of interferon-tau (IFNτ)-stimulated genes (ISGs) in peripheral blood leukocytes (PBL) was recently proposed as a new approach to detecting gestation. IFNτ, which is used as a marker of pregnancy in ruminants, stimulates the expression of ISGs, such as interferon-stimulated protein 15 kDa (*ISG15*), interferon regulatory factors (*IRF*), and myxovirus-resistance (*MX*) proteins [9-15]. This new approach is generally derived from the molecular approach for analyzing the gene expression profiles of trophoblastic and endometrial tissues using microarray and quantitative real-time reverse transcription PCR (qPCR) in ruminants [14,16,17]. Although the PBL expression levels of some ISGs, such as *ISG15*, *MX1*, *MX2*, and 2′-5′-oligoadenylate synthetase (*OAS1*), have been found to be related to gestation [12,13,18], the most critical factor for gestation initiation remains to be clarified. In cows, there are reliable and useful methods (see above) for diagnosing gestation [3-8], and they have been applied in the field. However, diagnostic methods that produce results earlier, i.e., within about two weeks, are desired in order to shorten the open period. We hypothesized that particular PBL populations would display upregulated expression levels of genes related to pregnancy during early gestation in cows.

In the present study, we examined whether any PBL populations displayed upregulated expression levels of pregnancy-related genes during early gestation. First, the gene expression profiles of all PBLs were examined during early gestation using a custom-made bovine oligo microarray. Second, the PBLs were fractionated with flow cytometry or density gradient cell separation, and the gene expression profiles of each fraction were examined by qPCR. Finally, we searched for genes whose PBL expression levels could be used as specific markers of gestation establishment in cows.

## Methods

### Animals

The estrous cycles of Japanese Black x Holstein mixed cows (F1, multiparous) were synchronized via the administration of two intramuscular injections of prostaglandin F2α (0.15 mg Dalmazin, Kawasaki Pharmaceutical Co., Tokyo, Japan) every 14 days. Artificial insemination (AI) was performed on the day of estrus using frozen semen from Japanese black bulls. The day of AI was designated as day 0 of gestation, and blood was collected from the jugular vein in heparin sodium-containing vacutainers on days 0, 7, 14, 17, 21, and 28 of gestation. Blood was also collected before AI on day 0. Blood samples were used for microarray, qPCR, gradient, and flow cytometric analysis. The details of blood collection are summarized in Table 1. To analyze whole PBL, 19 cows were used. Fourteen cows were inseminated on day 0, and data were collected separately for the fertile (pregnant; *n* = 6) and infertile cows (not pregnant despite AI; *n* = 8). Blood samples were collected during the estrous cycle from the other cows as a control (not inseminated; *n* = 5). Only 5 out of 6 pregnant cows were used for microarray analysis. To analyze cells separated by flow cytometer or gradient, 10 cows were used. Data were collected separately for the pregnant (*n* = 5) and control cows (not inseminated, *n* = 3). Cells from these cows were used in both separation methods. The two other cows, inseminated but non-fertile, were not analyzed. Pregnancy was confirmed by transrectal ultrasonography (HS-1500 V, Honda Electronics, Aichi, Japan) at 4–5 weeks after AI. The guidelines for animal experiments outlined by the animal use and experimental committee of Iwate University (approval no.: 2007–46, 2008–59, and A201043), which approved this study, and the ethical guidelines of the National Institute of Agrobiological Sciences (approval no.: H18-036) were followed during the animal experiments.

**Table 1:** The number of samples (animals) used for each experiment

**Experiment**		**No. animals**	**Days after AI or estrous cycle**					
			**0**	**7**	**14**	**17**	**21**	**28**
Microarray P		5	5*	NC	3	NC	5	NC
qPCR	Non P	8	8	8	8	8	8	NC
	P	6	6	6	6	6	6	6
	EC	5	5	5	5	5	5	NC
FC and G	P	5	5	4	5	NC	4	4
	EC	3	3	3	3	NC	3	NC

*The number of samples used for analysis.

Blood samples for microarray analysis were picked up and used from the samples in pregnant cows of qPCR group. *NC*: not collected; *qPCR*: quantitative RT-PCR; *Non P*: non-pregnant; *P*: pregnant; *EC*: estrous cycle; *FC*: flow cytometric separation; *G*: gradient separation.

### Blood cell collection for microarray analysis

After blood collection, 9 mL of whole blood was carefully layered onto 6 mL of Histopaque-1119 (Sigma, Saint Louis, MO, USA) and centrifuged at 780 × *g* for 45 min at room temperature. The serum fraction was removed. Five hundred microliters of the upper part of the whole blood cell pellet fraction, which included red cells, was transferred into TRIzol LS (Invitrogen, Carlsbad, CA, USA) by pipette for total RNA extraction in accordance with the manufacturer’s protocol. DNase treatment to remove genomic DNA was performed using TURBO DNA-free kits (Ambion, Austin, TX, USA).

### Peripheral blood leukocyte (PBL) isolation for flow cytometry

After collection, the whole blood cell fraction was transferred to a new tube and suspended in lysis buffer (155 mM NH_4_Cl, 10 mM KHCO_3_, and 1 mM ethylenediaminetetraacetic acid) prepared at 37°C. The sample was then diluted with sorting buffer composed of Hank’s balanced salt solution (HBSS(−), Sigma) containing 2% fetal bovine serum and 10 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid. The sample was inverted several times and immediately centrifuged at 1,200 × *g* for 10 min. The resultant pellets were resuspended in cold sorting buffer. Alternatively, some of the pellets were loaded onto Ficoll (Sigma)-Conray (Daiichi-Sankyo, Tokyo, Japan) solution (gravity: 1.072) for cell fractionation [19,20] and RNA extraction, as described below. Approximately 2 × 10^5^ cells were collected for the flow cytometric analysis (EPICS ALTRA MultiCOMP, Beckman Coulter, Carlsbad, CA, USA). The cells were stained with the following specific antibodies: anti-granulocyte antibody (2 μg/1 × 10^6^ cells, MM20A, VMRD Inc., Pullman, WA, USA), anti-bovine monocyte antibody (2 μg/1 × 10^6^ cells, BAQ151, VMRD Inc.), or anti-CD3 antibody (1 μg/1 × 10^6^ cells, MM1A, VMRD Inc.) for 60 min on ice. The cells were then washed and resuspended in sorting buffer containing Alexa488-conjugated anti-mouse IgG (0.05 μg/1 × 10^6^ cells, A-11001, Invitrogen). After 60 min of incubation on ice, the cells were washed, resuspended in staining buffer containing 5 μg/mL propidium iodide, and kept on ice until flow cytometry. Finally, we sorted the bovine PBL into granulocytes (G), monocytes (M), and lymphocytes (L) by flow cytometry based on the forward scatter channel (FSC) and the side scatter channel (SSC). The FSC roughly indicates a cell’s size, and the SSC shows the granularity of the cell. G display high FSC and SSC values, L display low FSC and SSC values, and M display intermediate FSC and SSC values. Based on these patterns, the PBL were sorted into four groups: all blood cells except dead cells (all), G, M, and L. Total RNA was extracted using the RNeasy Micro Kit (QIAGEN, Hilden, Germany) or the RNeasy Mini Kit (QIAGEN) with DNase treatment, in accordance with the manufacturer’s protocols, and used for the subsequent gene expression analysis.

### Microarray analysis

A custom-made 15 K bovine oligo DNA microarray developed at our laboratory was used for the microarray analysis (GPL9284), which was performed according to the method of a previous report [21]. After verifying the quality of the RNA with a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and NanoDrop ND-1000 spectrophotometer (NanoDrop Technology Inc., Wilmington, DE, USA), we performed one-color microarray analysis. RNA integrity was confirmed; all samples had an A260/280 ratio greater than 1.8 and an RNA integrity number greater than 8.0. The oligo-microarray produced by Agilent Technologies was used in this study. Sixty-mer nucleotide probes for the customized microarray were synthesized on a glass slide. cDNA synthesis, Cy3-labeled cRNA preparation, hybridization, and the washing and scanning of the array slides were performed according to the Agilent one-color microarray-based gene expression analysis protocol. Briefly, 400 ng of total RNA from each sample were reverse-transcribed into cDNA using the Quick Amp Labeling Kit (Agilent Technologies) with an oligo dT-based primer, and then Cy3-labelled cRNA was prepared by *in vitro* transcription. Labeled cRNA was purified with an RNeasy Mini Kit, and the concentration and Cy3 dye incorporation (pmol Cy3/μg cRNA) were measured with a spectrophotometer. Labeled cRNA (600 ng) was fragmented and hybridized using the Gene Expression Hybridization Kit (Agilent Technologies), according to the manufacturer’s instructions. The arrays were washed using a Gene Expression Wash Pack Kit and scanned using an Agilent Microarray Scanner (Agilent Technologies). Feature Extraction ver. 9.5 (Agilent Technologies) was used for image analysis and data extraction. The microarray data from each sample were imported into GeneSpring 12 (Agilent Technologies) for further data characterization. The GEO accession numbers are as follows. Platform: GPL9284; samples: GSM1052989 to GSM1053001; series: GSE42894.

### Quantitative real-time RT-PCR

The expression levels of *ISG15*, *MX1*, *MX2*, and *OAS1* were determined by qPCR according to the method described in a previous report [21]. Briefly, the DNase-treated total RNA (0.5 μg) was reverse-transcribed into cDNA using a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA) according to the manufacturer’s instructions. The primer pairs for the SYBR Green assay were designed using the Primer Express software (Applied Biosystems). The primers used to amplify each gene are listed in Table 2. Each qPCR reaction contained cDNA template, forward and reverse primers (300 nM each), and half volume of Power SYBR Green PCR Master Mix (Applied Biosystems) according to the manufacturer’s instruction. A non-template control was included. PCR and the resulting relative increase in reporter fluorescent dye emission were monitored in real time using an ABI7300 real-time PCR system (Applied Biosystems). The thermal cycling conditions included initial sample incubation at 50°C for 2 min and 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 1 min. The relative differences in the initial amounts of each cDNA species were determined by comparing their threshold cycle (Ct) values. To quantify the mRNA copy number, standard curves for each gene were generated by serial dilution of the plasmid containing the corresponding cDNA. The dissociation curve for detecting the SYBR Green-based objective amplicon was confirmed because SYBR Green also detects double-stranded DNA, including primer dimers, contaminating DNA, and PCR products from misannealed primers. Contaminating DNA or primer dimers appear as a peak separate from the desired amplicon peak. The mRNA copy number of each gene was determined at each time point. In addition, the ratio of the mRNA expression level of each gene to that of glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) was also calculated to adjust for variations in the qPCR reaction. We analyzed other genes, such as ribosomal protein L27 and beta-actin, as other internal makers for qPCR, but there was no significant difference. All values are presented as mean ± standard error of the mean (SEM).

**Table 2:** Primer sequences for quantitative RT-PCR

**Gene**	**Accession no.**	**Forward primer**	**Reverse primer**
*ISG15*	NM_174366	GCAGACCAGTTCTGGCTGTCT	CCAGCGGGTGCTCATCAT
*MX1*	NM_173940	GAGGTGGACCCCCAAGGA	CCACCAGATCGGGCTTTGT
*MX2*	NM_173941	GGGCAGCGGAATCATCAC	CTCCCGCTTTGTCAGTTTCAG
*OAS1*	NM_178108	CCAAGTCAAACAAGCCATCGA	CACATCGGAAACACCTCTCCTT

### Granulocyte collection by gradient centrifugation

To collect the G fraction without using flow cytometry, whole blood samples (10 mL) were diluted with an equal volume of HBSS(−) and loaded onto Histopaque 1083 solution (Sigma) or Ficoll-Conray solution in a 50-mL conical tube (BD Falcon), then centrifuged at 1,000 × *g* for 30 min. After centrifugation, the upper (plasma) and middle (mononucleate cells) fractions were removed, then added 2 mL HBSS(−) and added 0.7% NH_4_Cl up to 50 mL. After a 5 min incubation on ice, the sample was centrifuged at 1,800 × *g* for 5 min, and the supernatant was removed. One milliliter of 0.7% NH_4_Cl was added to the tube, and the sample was incubated for 5 min on ice. The tube was centrifuged at 1,800 × *g* for 5 min. The resultant pellet was transferred to a new microtube (Eppendorf) for RNA extraction using TRIzol (Invitrogen) and gene analysis. In this experiment, blood samples were collected from ten cows: five pregnant cows (four subjected to blood sample collection throughout the experiment, one subjected to blood sample collection only on day 14) from days 0 to 28 of gestation, two non-pregnant cows (data were not included in the analysis), and three cyclic cows as a control.

### Statistical analyses

Microarray data were analyzed statistically with Student’s *t*-test and summarized using GeneSpring 12 (Agilent Technologies). All qPCR data and extracted microarray data were analyzed with one-way ANOVA followed by the Turkey-Kramer or Dunnett’s multiple comparison test using JMP 7 software (SAS Institute Inc., Cary, NC, USA). The correlations between the data in microarray and qPCR were analyzed with the Spearman’s rank correlation analysis (correlation coefficient: *rs*) using JMP software because the data were non-parametric. The correlations between the flow cytometric collection and gradient collection were determined by the Pearson product–moment correlation coefficient using JMP software, and the correlation coefficients were calculated as *r*-values.

## Results

### Global gene expression profiles of PBL

Gene expression in PBL during early gestation was assessed using an oligo-microarray. 

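RNA from PBL was labelled with the dye Cy3, and each sample was hybridized alone to a custom bovine oligo-microarray with 15208 probes of 60 bases. The 13 arrays comprised 5 from day 0, 3 from day 14 and 5 from day 21. The authors' image software, Feature Extraction 9.5.1.1, subtracted the background of each spot and gave a processed signal in linear intensity units, without normalization between arrays. Where a spot did not rise above its background, the software put a small positive value in its place, which it did for 2038 to 3848 spots per array. The authors' table of the whole series equals the log2 of that signal minus 1 constant per array, with a largest difference of 1.84e-06 at any spot. The constants lay 0.00749 to 0.0198 from the log2 75th percentile of each array. By the software's own call, 9229 to 10857 probes per array were well above background on day 0 (median 10492), 10230 to 11336 on day 14 (median 10790) and 9691 to 11602 on day 21 (median 10341). The paper names 5 cows for the 13 arrays, so the days share cows. Which array came from which cow is not stated, and the tests treat the arrays as independent. The number of arrays limits the precision of each comparison. From the processed signals, log2 levels were computed relative to the 75th percentile of each array, so that a level of 0 is that percentile. Tests covered the 11440 probes (75.2%) that were well above background on at least 3 arrays. They used limma with 1 mean per day, a spread shared by the 3 days and Benjamini-Hochberg adjustment. The paper's methods name Student's test and GeneSpring for the arrays, and its text names neither the normalization nor a filter on dim probes. The file headers place the arrays on 5 slides, here lettered A to E. By the year and month of the scan in those headers, the arrays fall into 3 groups, here called scan sessions A, B and C. Arrays of 1 session need not have been scanned on 1 day. Slide A held only 1 array of day 14, slide B only 1 of day 21 and slide C only replicates 3 and 4 of day 0. Slides D and E held several days. With the slide as a fixed block, arrays of slides A, B and C do not inform the differences between days. Session A held 1 array of day 14 and 1 of day 21, session B held 3 of day 0, 2 of day 14 and 2 of day 21, and session C held 2 of day 0 and 2 of day 21. The first principal component of the kept probes carried 39.5% of the variance. Scan sessions accounted for 94.6% of that component (permutation test, p = 0.00011), and days for 3.88% (permutation test, p = 0.837).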

On days 14 and 21, the expression of 72 and 28 genes, respectively, was significantly increased, compared with expression on day 0 (see Additional file 1: Table S1 and Additional file 2: Table S2). 

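No probe passed an adjusted p of 0.05 in limma, higher or lower, on day 14 or on day 21 against day 0. The smallest adjusted p was 0.0622 on day 14 and 0.443 on day 21. With the slide as a fixed or a random block, 5 probes were higher on day 21 at an adjusted p under 0.05, ISG15 and OAS2 among them in both, while 3 were lower on day 14 under the normexp background and 4 with the filter on all 13 arrays. With the replicate number as a block, 8 probes were higher and 31 lower on day 14 at that adjusted p. Whether equal replicate numbers mark arrays of 1 cow is not stated. Runs without 1 array gave at most 1 such probe per day and direction. At an unadjusted p under 0.05, limma gave 529 probes on day 14 (222 higher and 307 lower) and 323 on day 21 (123 higher and 200 lower), where 572 of the 11440 probes were expected by chance. The methods' t-test gave 669 and 285 probes at that p, and none after adjustment. Of the probes with an unadjusted limma p under 0.05, 135 were at least 2-fold higher on day 14 than on day 0, and 156 were at least 2-fold lower. On day 21, 53 were at least 2-fold higher and 66 at least 2-fold lower. The normexp background correction moved the counts of higher probes the furthest down, to 17 on day 14 and 21 on day 21, with 140 and 88 lower. That correction also lowered the median log2 fold change of all kept probes from 0.089 to -0.25 on day 14 and from -0.0074 to -0.28 on day 21. It adds an offset of 50 to every signal before scaling, which raises dim probes most on dim arrays. The dimmest array was replicate 3 of day 0, with a log2 75th percentile of 9.05. How far this lowered the counts was not tested. Single arrays moved the counts as well. Without replicate 5 of day 0, 345 probes were at least 2-fold higher on day 14 and 88 on day 21. Without replicate 1 of day 0, the count on day 14 was 79, and without replicate 3 of day 21, the count on day 21 was 32.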

Some genes that respond to IFNτ (*ISG15*, and *MX2*) were only significantly upregulated on day 21.

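The probe for ISG15 (NM_174366) was well above background on all 13 arrays. Its log2 level was 3.14 ± 1.65 (SD, n = 5) on day 0, 4.12 ± 0.79 (SD, n = 3) on day 14 and 5.29 ± 0.20 (SD, n = 5) on day 21. On day 0, replicates 3 and 4 lay at 4.48 and 5.28, and the other 3 arrays between 1.57 and 2.51. The log2 fold change on day 21 against day 0 was 2.15 (standard error 0.60). Its adjusted p in limma was 1 over the kept probes and 0.00613 adjusted over the list alone, which holds ISG15, MX1, MX2 and OAS1. The study reports these 4 genes from the same arrays, so the second adjustment is not independent evidence. An exact two-sided permutation test of the 5 arrays against 5 gave p = 0.0317. With the slide as a fixed or random block, the change on day 21 was 3.43 or 2.89. Its limma p adjusted over the kept probes was then 0.000657 or 0.0426. The fixed block sets aside replicates 3 and 4 of day 0, which share a slide with no other day. Those arrays held the highest levels of day 0 for ISG15, so the larger change is not stronger evidence. On day 14, the log2 fold change against day 0 was 0.98 (standard error 0.70), and the exact two-sided permutation test gave p = 0.339. Without replicate 5 of day 0, the change on day 14 was 0.59. Without replicate 4 of day 0 it was 1.52, and with the slide as a fixed block, which moved it most, it was 2.86. In both of the latter cases it passed an unadjusted limma p of 0.05, which it did not with all arrays and no block. Every array of day 21 had a higher level than every array of day 14 (log2 difference 1.17, exact two-sided permutation p = 0.0179, the smallest that 5 arrays against 3 allow). Over the 4 genes, that adjusted exact p was 0.0716. Within scan sessions, ISG15 was higher on day 21 than on day 0 by 1.42 in session B and by 3.30 in session C, and session A held no array of day 0. In session B taken alone, the difference did not pass an unadjusted limma p of 0.05.
MX2 (NM_173941) was also well above background on all 13 arrays, at log2 levels of -4.01 ± 1.06 (SD, n = 5) on day 0, -2.85 ± 0.60 (SD, n = 3) on day 14 and -2.09 ± 0.76 (SD, n = 5) on day 21. Its log2 fold change on day 21 against day 0 was 1.93 (standard error 0.50), with a limma p adjusted over the kept probes of 0.964 and 0.00613 adjusted over the list alone. The exact two-sided permutation test gave p = 0.0159. Under the normexp background the change was 0.99 and no longer passed an unadjusted limma p of 0.05. On day 14, MX2 changed by 1.16 (standard error 0.58), and the exact permutation p was 0.161. Without replicate 4 of day 0, that change was 1.49, and without replicate 3 of day 14 it was 1.47, each past an unadjusted limma p of 0.05. Without replicate 1 of day 0, it was 0.83. The difference of 0.77 between day 21 and day 14 was within the spread of the arrays (exact permutation p = 0.232). With scan session as a block, that difference was 1.22 and passed an unadjusted limma p of 0.05. The call was unchanged in 14 of 15 alternatives. MX2 was higher on day 21 than on day 0 by 0.85 in session B, short of an unadjusted limma p of 0.05 in that session alone, and by 2.77 in session C.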

Microarray analysis showed that in the whole PBL population the expression levels of *ISG15*, *MX1*, *MX2*, and *OAS1* increased as gestation progressed (Figure 1). qPCR confirmed the expression of the four ISGs in whole PBL; the copy numbers of *ISG15* and *MX2* were significantly higher on day 21 of gestation than on day 0 of gestation, and *MX1* and *OAS1* were increased but not significant (Figure 1B). However, when examined the expression levels of some of the genes in Additional file 1: Tables S1 and Additional file 2: Table S2 (see Additional files 1 and 2) except abovementioned ISGs more closely, we found that there were no common significant genes (over 2 fold changes) between days 14 and 21 of gestation except three geens; FERM domain containing 4A (NM_001192267), low density lipoprotein receptor-related protein 1 (XR_082763) and EST (EE896098), by microarray. 

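Both MX1 (NM_173940) and OAS1 (NM_178108) were well above background on all 13 arrays. The log2 level of MX1 was 3.98 ± 0.48 (SD, n = 5) on day 0, 4.26 ± 0.72 (SD, n = 3) on day 14 and 4.82 ± 0.26 (SD, n = 5) on day 21. Against day 0, MX1 was higher on day 21 by 0.84 (standard error 0.29, limma p adjusted over the list alone 0.0139, over the kept probes 1), with an exact two-sided permutation p of 0.0159. On day 14 the change was 0.28 (exact permutation p = 0.518), and with the slide as a fixed block it was 1.03, past an unadjusted limma p of 0.05. That block sets aside replicates 3 and 4 of day 0, the highest of that day for both MX1 and OAS1. OAS1 was at -0.90 ± 1.49 (SD, n = 5), 0.33 ± 1.12 (SD, n = 3) and 0.61 ± 0.99 (SD, n = 5) on days 0, 14 and 21. Its change of 1.51 on day 21 had a standard error of 0.67 and a limma p adjusted over the list alone of 0.0407, and of 1 over the kept probes. The exact two-sided permutation test of that change gave p = 0.103. In limma, the change no longer passed an unadjusted p of 0.05 in 6 of 13 runs without 1 array, which were replicates 1 (1.07), 2 (1.32) and 5 (1.38) of day 0 and replicates 3 (1.48), 4 (1.36) and 5 (1.21) of day 21. On day 14, OAS1 changed by 1.23 (exact permutation p = 0.214). It passed an unadjusted limma p of 0.05 on that day with the slide as a fixed (1.94) or random block (1.37) and the replicate number as a block (1.74). It also passed without replicate 4 of day 0 (1.67) or replicate 1 of day 14 (1.87). Without replicate 1 of day 0, the change on day 14 was 0.79. From day 14 to day 21, MX1 rose by 0.56 and OAS1 by 0.28, within the spread of the arrays (exact permutation p = 0.161 and 0.661).
A one-sided exact test for a rise over days 0, 14 and 21 (Jonckheere-Terpstra, over all assignments of the 13 arrays to the days) gave p = 0.00475 for ISG15, 0.0163 for MX1, 0.00293 for MX2 and 0.0323 for OAS1. Adjusted over the 4 genes, these were 0.0095, 0.0217, 0.0095 and 0.0323. The genes and the direction of the test come from the paper's statement on these same arrays, so these p are not independent evidence. Within session B, the only session with all 3 days, the same exact test gave p = 0.219 for ISG15, 0.0381 for MX1, 0.138 for MX2 and 0.0143 for OAS1. For OAS1 the exact p was 0.0716 without replicate 1, 2 or 5 of day 0 or replicate 4 or 5 of day 21, 0.0501 without replicate 1 of day 14 and 0.0582 with scaling to the median. Within sessions, MX1 was higher on day 21 than on day 0 by 0.76 in session B and 1.22 in session C, and OAS1 by 1.57 and 1.81. In session B taken alone, the difference of MX1 did not pass an unadjusted limma p of 0.05. After these measurements the paper turned to qPCR of the same genes in whole PBL and in its fractions, and proposes the 4 genes as markers of gestation.

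**Figure D1:**
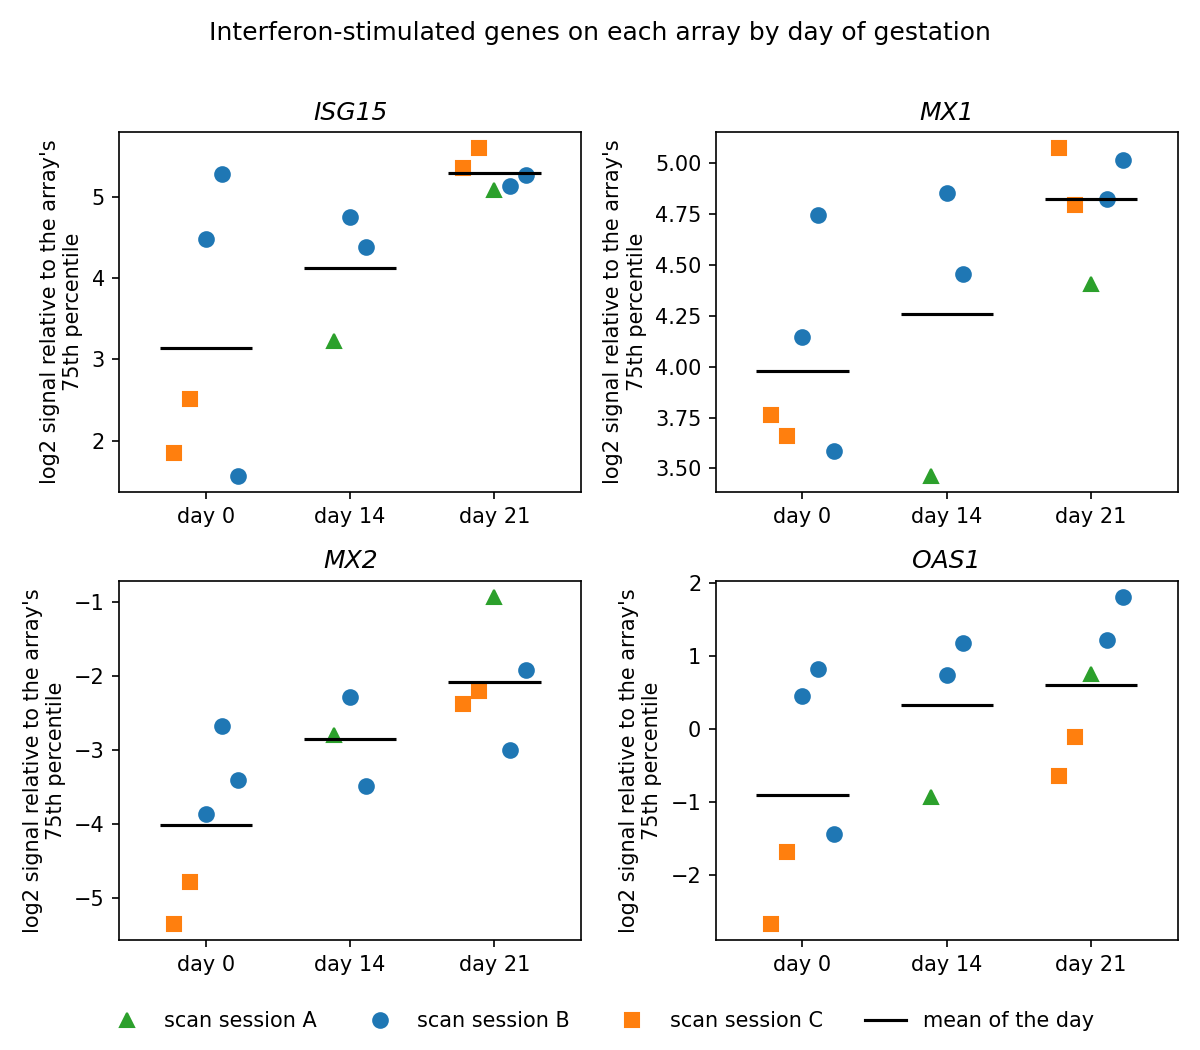
Log2 level relative to the 75th percentile of the array (vertical axis) of ISG15, MX1, MX2 and OAS1, by day of gestation (horizontal axis). Each point is 1 array, its marker gives the scan session (A triangle, B circle, C square) and the black line is the mean of the day. For ISG15, the 5 arrays of day 21 lie between 5.09 and 5.59, and those of day 0 between 1.57 and 5.28.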

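The probe that matches FERM domain containing 4A (FRMD4A, NM_001192267) by its description carries the EST identifier BP104473. Its log2 level was -2.96 ± 0.38 (SD, n = 5) on day 0, -1.53 ± 0.50 (SD, n = 3) on day 14 and -0.88 ± 0.85 (SD, n = 5) on day 21. Every array of day 14 and of day 21 was above every array of day 0. The folds against day 0 were 2.68 on day 14 and 4.22 on day 21, with limma p adjusted over the kept probes of 0.954 and 0.443. The exact two-sided permutation p was 0.0179 on day 14 and 0.00794 on day 21, in each case the smallest that the numbers of arrays allow. With the slide as a random block, the log2 fold change of FRMD4A on day 21 was 2.22, with an adjusted limma p of 0.0378. With the slide as a fixed block, it did not pass an adjusted p of 0.05. LRP1, listed as XR_082763 in the paper and as BE750293 on the array, was at -0.64 ± 0.69 (SD, n = 5), 0.52 ± 0.29 (SD, n = 3) and 1.13 ± 0.89 (SD, n = 5) on the 3 days. Its folds were 2.22 on day 14 (exact permutation p = 0.0536) and 3.41 on day 21 (exact permutation p = 0.00794). Without replicate 3 of day 0, its log2 fold change on day 14 was 0.86, without replicate 1 of day 14 it was 1.00 and without replicate 3 of day 14 it was 1.16, each short of an unadjusted limma p of 0.05 that all arrays passed. It also fell short with the slide as a fixed block (0.96) and with scaling to the median (1.03), as did FRMD4A on day 14 under the normexp background (0.88). The EST EE896098 was near the background, with 1 of 5 arrays of day 0 well above it, 3 of 3 on day 14 and 4 of 5 on day 21. Its folds of 2.01 and 2.11 had exact permutation p of 0.0714 and 0.0238, and under that background its log2 fold change was negative on both days, at -0.47 and -0.50. Its change on day 21 fell short of an unadjusted limma p of 0.05 with the slide as a fixed block (0.89), in session B alone and without replicate 4 of day 0 (0.96) or replicate 3 (0.82) or 5 (0.96) of day 21.
In all, 15 probes were at least 2-fold higher on both days at an unadjusted limma p under 0.05, among them FRMD4A and LRP1, and 7 of the 15 match entries of Table S1 or S2. Both comparisons use the same 5 arrays of day 0, so some overlap arises without any change. When the residuals of the arrays were shuffled 100 times with no difference between days, a median of 7 probes overlapped, and 29 of the 100 shuffles gave at least 15. In data simulated with independent noise and no difference between days, the median was 24, and 97 of 100 draws reached 15. Without replicate 5 of day 0, 49 probes overlapped, and in session B alone, 77. Fewer overlapped under the normexp background (2), by the methods' t-test (6), without replicate 3 of day 0 or of day 21 (6 each) and with scaling to the median (7).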

The microarray gene expression data and qPCR data showed a strong correlation for *ISG15* (*rs* = 0.709, p = 0.0067), *MX1* (*rs* = 0.571, p = 0.0413), *MX2* (*rs* = 0.692, p = 0.0087), and *OAS1* (*rs* = 0.923, p < 0.001).

**Figure 1:**
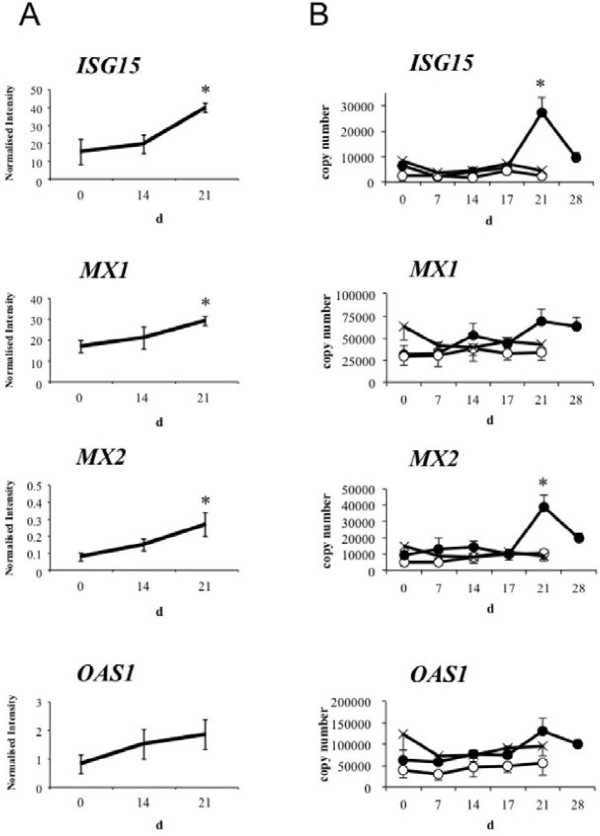
**Microarray (A) and qPCR (B) analysis of IFNτ-stimulated gene expression in PBL.** (**A**) Blood was collected from cows on days 0 (*n* = 5), 14 (*n* = 3), and 21 (*n* = 5) after artificial insemination (AI). Three and five cows samples were anlyzed on day 14 and 21 of gestation, respectively. Each sample was applied to an oligo microarray. Data are shown as mean ± SEM. (**B**) Open circles represent estrous cycle cows (control, *n* = 5). Crosses and solid circles represent infertile cows (*n* = 8) and pregnant cows (*n* = 6), respectively, which were subjected to AI on day 0 and diagnosed via ultrasonography. Data are shown as mean ± SEM. The copy number of each mRNA is indicated to confirm the minimum amount of mRNA produced. Values significantly different from the value on day 0 of gestation (before AI) are shown with an asterisk. P values less than 0.05 were considered significant. d: day of gestation and/or estrous cycle.

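On the linear scale, as a multiple of the 75th percentile of each array, ISG15 was at 14.7 ± 7.02 (SEM, n = 5) on day 0, 19.0 ± 5.16 (SEM, n = 3) on day 14 and 39.4 ± 2.57 (SEM, n = 5) on day 21. MX1 was at 16.5 ± 2.76, 20.7 ± 5.21 and 28.7 ± 2.17 on the same days. The probe for MX2 had a far lower signal, with 0.0761 ± 0.0234 on day 0, 0.146 ± 0.0335 on day 14 and 0.264 ± 0.0686 on day 21. OAS1 was at 0.796 ± 0.325, 1.49 ± 0.514 and 1.82 ± 0.517. All of these errors are SEM over the arrays of the day.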

### Fractionation of peripheral blood leukocytes and the gene expression levels of each fraction

We hypothesized that the expression levels of genes involved in gestation would vary between different types of PBL. Therefore, the PBL were fractionated using the Ficoll-Conray method, and the fractions were subjected to flow cytometry. The specificity of each fraction was confirmed with flow cytometric analysis using antibodies specific for different PBL cell types (see Additional file 3: Figure S1). Thereafter, cells were identified as G, M, and L according to their FSC and SSC scatter plot profiles without using antibodies (Figure 2) were analyzed in each fraction until day 28 of gestation using qPCR (Figure 3). On day 14, all four genes displayed significantly higher expression levels (p < 0.05) in the G fraction than in the other fractions, including the non-separated blood cells (all, Figure 3). After day 14, the expression of *IGS15*, *MX1*, *MX2*, and *OAS1* in the G fraction gradually decreased through day 28 of gestation.

**Figure 2:**
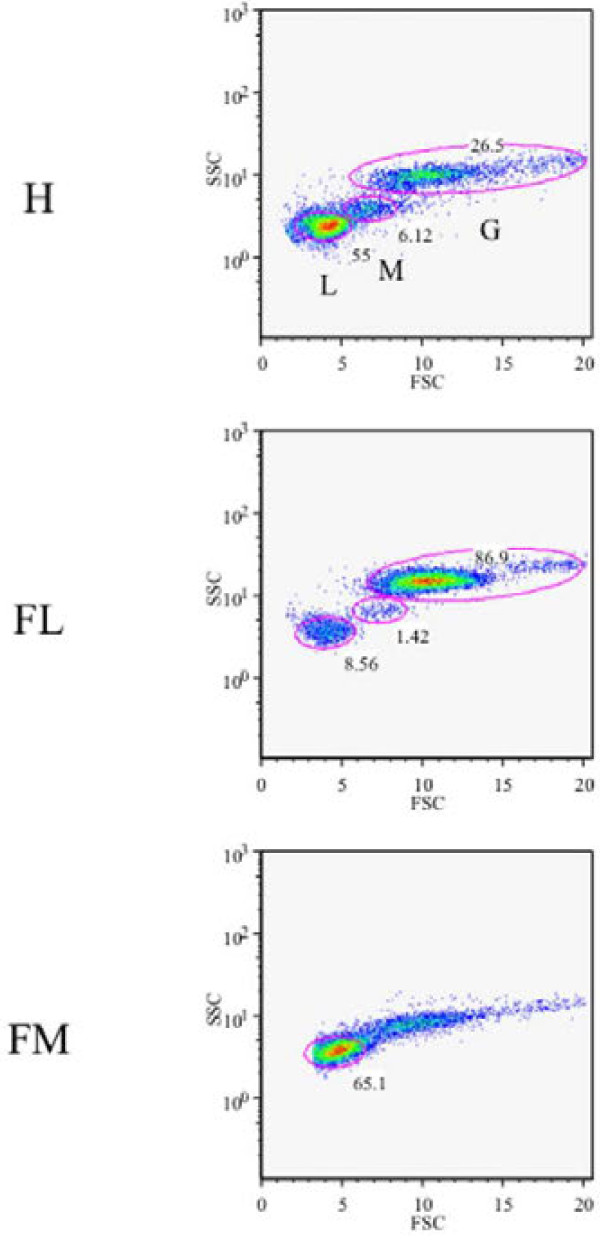
**Characteristics of cells in the Ficoll-Conray fractions.** After obtaining cell fractions with the Histopaque 1119 and Ficoll-Conray gradient methods, the characteristics of the cells and their proportions were determined by flow cytometry using a range of cell collection gates (SSC and FSC). H: whole PBL obtained with Histopaque 1119; FL: lower fraction obtained with Ficoll-Conray; FM: middle fraction obtained with Ficoll-Conray. L: lymphocytes; M: monocytes; G: granulocytes. The numbers indicate the frequency of each cell type. Representative figures are shown.

**Figure 3:**
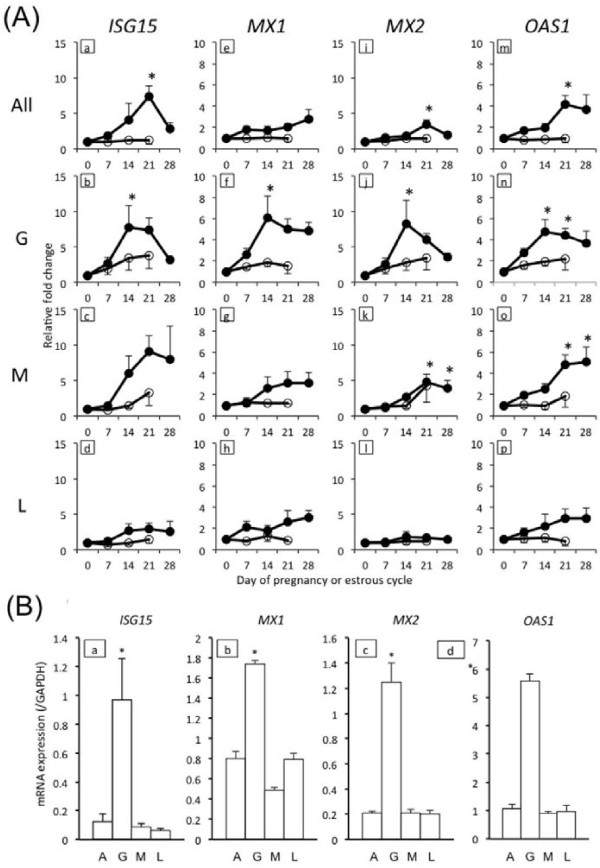
**mRNA profiles of each PBL fraction.** (**A**) Profiles of *ISG15* (a to d), *MX1* (e to h), *MX2* (i to l), and *OAS1* (m to p) mRNA levels in the four PBL fractions: all blood cells except dead cells (all), granulocytes (G), monocytes (M), and lymphocytes (L) in early pregnant (closed circles; *n* = 4) and cyclic (open circles; *n* = 3) cows. Values were adjusted for *GAPDH* mRNA expression. They represent the relative fold change compared with the value on day 0. The error bars represent the SEM. Values significantly different from the value on day 0 of gestation are shown with an asterisk. P values less than 0.05 were considered significant. (**B**) *ISG15* (a), *MX1* (b), *MX2* (c), and *OAS1* (d) mRNA levels in the PBL fractions on day 14 of pregnancy (*n* = 5). A: all fractions; G: G fraction; M: M fraction; L: L fraction. Values represent the mean values adjusted for *GAPDH* mRNA expression, and the error bars represent the SEM. Values significantly different from the value in all fractions are shown with an asterisk (p < 0.05).

### Simplification of the granulocyte collection method

When we separated the whole blood cell population into three fractions (upper, middle, and lower fractions) using Ficoll-Conray or Histopaque solutions, we found about 90% of the G in the lower fraction. The accuracy of our G sorting method was confirmed by flow cytometry using anti-bovine G antibody and morphological analysis. The gene expression levels of the four target genes in the G fractions obtained with flow cytometry and with Ficoll-Conray separation displayed high correlation coefficients (see Additional file 4: Figure S2); the correlation coefficients (*r*) for *ISG15*, *MX1*, *MX2*, and *OAS1* were 0.892 (p = 0.0070), 0.883 (p = 0.0084), 0.893 (p = 0.0068), and 0.822 (p = 0.0232), respectively.

## Discussion

ISGs were detected in PBL, and their expression pattern correlated with the onset of gestation. Our results confirm those from previous studies [12-15]. The present study showed G fraction was a specific expression PBL cell for ISGs even though other PBL cells expressed ISGs. ISG expression in G may be a suitable diagnostic indicator of early gestation in cows. Methods for the early diagnosis of pregnancy in cattle have been sought because such methods will improve the reproductive and running efficiency of the cattle industry [1,2]. Although many technologies can diagnose gestation, including rectal palpation, ultrasonography, and milk progesterone tests, these methods are generally applicable three weeks after fertilization [3-8]. The present study describes a new method for determining pregnancy within three weeks, specifically 14–21 days after AI. This method assesses the expression of ISGs in the G fraction of PBL using gradient separation and qPCR. The technique is more specific and practical than the traditional methods of gestation diagnosis mentioned above.

Microarray analysis is a very useful method for assessing gene expression profiles, and it has become a popular method for examining physiological events in food production animals [16,17,22-24]. However, recent studies have shown that while microarray analysis is a useful method for determining the gene expression profiles of cattle reproductive tissues, it might be impractical for the routine diagnosis of gestation [12-14]. Although we previously described some preliminary results on ISG expression obtained using PBL, the expression of ISGs varied widely [14]. Green et al. [13] carefully examined whether it was possible to use the gene expression profile of leukocytes for gestation diagnosis and concluded that assessing the expression levels of ISGs is a reliable method for pregnancy detection, especially in heifers. In the present study, only multiparous cows were used, but ISG expression appeared to be a suitable indicator. Another group confirmed that the expression of ISGs in peripheral blood mononuclear cells reflects embryonic mortality during early gestation [18]. These findings generally agree with those obtained in the present study, in which ISG expression was more reliable in the G fraction. In addition, microarray analyses in the study by Green et al. [13] and in the present study detected various genes related to gestation events, but the microarray expression profiles obtained in the two studies differed. Differences between strains and in the parous status of the cows may account for the discrepancies.

The PBL gene expression profile is considered a potential source of markers that reflect the physiological changes that occur in early gestation because PBL are involved in various immunological responses. Recent transcriptome analysis studies have shown that PBL are an excellent source of biological markers of physiological conditions in humans and other animals [25-27]. For example, gene expression profiles display extensive, rapid, and complex changes that reflect the changes in the levels of active humoral substances in the circulation, such as those caused by infection, inflammation, cytokines, and hormones [28,29]. Thus, PBL gene expression profiles might be a good source of biomarkers of changes of physiological significance [15].

We analyzed PBL to identify the cell subset that is most sensitive to gestation signals from the conceptus in mother cows. The most important issue is the development of an accurate and simple method for collecting target blood cells. Consistent with previous studies, microarray data suggest that various genes could be used as biomarkers of pregnancy, including ISGs [13,21-24,30-32]. IFNτ stimulates various genes in the bovine endometrium, and some of them are expressed in PBL [12-15]. The endometrial response to the presence of a fertilized embryo or the conceptus is surprisingly rapid, and previous studies have suggested that such stimuli affect endometrial cells and blood cells. In the present study, we selected *ISG15*, *MX1*, *MX2*, and *OAS1* as potential markers of gestation. The expression levels of these genes increased from days 14 to 21 after AI, but declined by day 28. The changes in the expression levels of these genes might be related to changes in the concentration of IFNτ during gestation [33]. *ISG15*, *MX1*, *MX2*, and *OAS1* displayed significantly increased expression levels in the G fraction, especially from days 14 to 21 of gestation, and displayed less significant increases in their expression levels in the whole blood cell population.

The reason and mechanism for the specific stimulation of G by IFNτ are unclear because G have short lives (less than a week) in the peripheral blood. In addition, the increases in the expression levels of *ISG15*, *MX1*, *MX2*, and *OAS1* started between days 7 to 14 of gestation, when the bovine conceptus has not begun producing IFNτ [33]. A low level of IFNτ may be sufficient to enhance these genes. Interestingly, IFNτ is a 23-kDa protein that is only produced by the conceptus, which secretes it into the uterus. How then does IFNτ reach blood cells? There is clear evidence that IFNτ passes into the blood via the uterine vein [10,34], though a detailed study is needed examine whether this large molecule is able to pass from the uterine cavity to the peripheral blood stream. Another question is whether the expression of ISGs is induced by IFNτ or viral infection. ISGs respond to signals from the conceptus and from viruses, such as the bovine viral diarrhea virus (BVDV), which causes infectious diarrhea and mucosal disease in calves [35,36]. It is difficult to eliminate the effects of BVDV infection on the expression of ISGs following the start of conception. However, G have a short life in the blood stream, perhaps less than a week, and thus they may quickly and specifically respond to gestational signals from the conceptus. In fact, IFNτ signals through the *Janus* family of tyrosine kinases (JAK) and the signal transducer and activator of transcription (STAT) pathway [37]. The phosphorylation of STAT1 is a critical step in the cell signaling response to type I interferons, including IFNτ. The phosphorylation intensity of STAT1 is different in various peripheral blood white cells; the intensity in L is higher than that in G [38]. These results suggest a possible way to establish whether the signal cascade derives from BVDV because the expression intensities of ISGs were specifically higher in G than in L in the present study. This may mean that the responsiveness and sensitivity of PBL to the ISG signaling pathway depends on the cell type. Therefore, ISG expression in the G fraction may be a possible indicator for early gestation diagnosis in cattle, but it does not provide any direct evidence about how IFNτ stimulates the expression of ISGs in circulating blood cells, specifically G. Further examinations are required to clarify the sensitivity of G to viral infections and gestation signals, mainly IFNτ. We also detected more than 20 new genes other than ISGs that increased after the onset of gestation (Additional file 1: Table S1 and Additional file 2: Table S2). They may be new indicator genes. 

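Among the entries with the largest folds in the paper's tables, the EST BP101882 was 32.8-fold higher on day 14 than on day 0. Its log2 level was 0.69 ± 1.15 (SD, n = 5) on day 0, 5.72 ± 0.75 (SD, n = 3) on day 14 and 1.74 ± 2.69 (SD, n = 5) on day 21. The difference on day 14 was 5.04 (standard error 1.16, limma p adjusted over the kept probes 0.461), with an exact permutation p of 0.0179, the smallest possible. On day 21, replicate 3 was at 5.65 and the other 4 arrays were between -1.47 and 2.66, and the exact permutation p was 0.468. With the slide as a fixed block, the log2 fold change of BP101882 was 2.96 on day 14 and -0.60 on day 21. BP103217, BM481136 and MC2R (NM_174109) were 4.91-fold, 4.74-fold and 3.47-fold higher on day 14, with exact permutation p of 0.0357, 0.0536 and 0.0357. Each of these 3 probes was well above background on only 1 of 5 arrays of day 0, so the sizes of these folds are limited by the background and not exact. Each had a negative log2 fold change under the normexp background, of -0.29, -0.26 and -0.51. The offset of that background raises dim probes most on dim arrays, so these reversals do not show a decrease. The changes of the 3 probes also fell short of an unadjusted limma p of 0.05 in runs without 1 array, BP103217 in 5 of 13 (2.03 to 2.24), BM481136 in 2 (2.07 and 1.86) and MC2R in 1 (1.57). With the slide as a fixed block, the slide as a random block and scan session as a block, MC2R also fell short (1.14, 1.42 and 1.41), and BP103217 reversed in the first (-0.10) and fell short in the others (0.84 and 1.24) and in session B alone (1.73). MC2R fell short with the replicate number as a block as well (1.58).
On day 21, OAS2 (NM_001024557), itself an interferon-stimulated gene, was 7.32-fold higher than on day 0 (exact permutation p = 0.0238). CCL8 (NM_174007) was 7.20-fold higher (exact permutation p = 0.0476), with 3 of 5 arrays of day 0 well above background. Replicate 4 of day 0 was at a log2 level of -1.24 for CCL8, and the other arrays of day 0 between -6.72 and -5.18. Without that array the log2 fold change of CCL8 rose from 2.85 to 3.79, and its adjusted p in limma was 0.000654. The EST BP101516 was 4.06-fold higher on day 21 (exact permutation p = 0.0317). With all arrays, OAS2, CCL8 and BP101516 did not pass an adjusted p of 0.05 in limma on day 21. Without replicate 4 of day 0, the log2 fold change rose from 2.87 to 3.56 for OAS2 and from 2.02 to 2.63 for BP101516. Without replicate 1 of day 0, OAS2 was 4.75-fold higher. With the slide as a fixed block, OAS2 was 16.3-fold and CCL8 11.3-fold higher. That block sets aside replicates 3 and 4 of day 0, the highest of that day for OAS2. For CCL8, replicate 4 was the highest of day 0 and replicate 3 the lowest. Under the normexp background, OAS2, CCL8 and BP101516 were 2.83-fold, 2.50-fold and 2.40-fold higher. In session B alone, OAS2 (1.89), CCL8 (1.87) and BP101516 (1.05) fell short of an unadjusted limma p of 0.05.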

Further studies are necessary to find new makers.

Flow cytometric analysis showed that the main IFNτ-responsive blood cell during early gestation in bovines was G. This is the first evidence that G specifically respond to gestation signals, including IFNτ. However, although cell fractionation with a flow cytometer is an accurate method, it is not practical for everyday use. A simpler and more convenient method is required for routine use. Thus, we used two density gradient solutions, Ficoll-Conray and Histopaque, as a cell collection method. Both solutions worked well. The accuracy of these methods was confirmed by morphological examinations using Giemsa staining and flow cytometry. Gradient separation is an accurate and simple way to isolate PBL, especially the G fraction.

## Conclusions

Flow cytometric separation of PBL suggested that G are most sensitive to IFNτ stimulation, and that the expression levels of ISGs in the G fraction might be good biomarkers for diagnosing pregnancy in bovines very early during gestation. The density gradient cell method for the collection of PBL is a useful way of identifying G. It represents a simpler and more practical method for diagnosing bovine pregnancy in cows within three weeks of insemination.

## Abbreviations

BVDV: Bovine viral diarrhea virus; G: Granulocytes; IFN: Interferon; ISG: Interferon-stimulated gene; L: Lymphocytes; M: Monocytes; MX: Myxovirus-resistance; qPCR: Quantitative real-time reverse transcription PCR; OAS1: 2′-5′-oligoadenylate synthetase; PBL: Peripheral blood leukocytes; STAT: Signal transducer and activator of transcription.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contribution

KK collected samples, conducted microarray, planned the study, and drafted the manuscript. AS-K collected samples and conducted microarray, flow cytometric analysis, and qRT-PCR. TF carried out flow cytometric analysis. TT and MH collected samples and prepared animals. KH designed the experiments, prepared samples, and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1.** Genes whose expression increased significantly between D0 and D14 of gestation. Fold change from D0 to D14 assessed by microarray analysis (*n* = 3). Click here for file

Additional file 2 **Table S2.** Genes whose expression increased significantly between D0 and D21 of gestation. Fold change from D0 to D21 assessed by microarray analysis (*n* = 5). Click here for file

Additional file 3 **Figure S1.** Separation of blood cells with specific antibodies using flow cytometry. H: whole blood white cells; FL: lower fraction obtained with Ficoll-Conray separation; FM: middle fraction obtained with Ficoll-Conray separation; NS: no stain; IgG: collected with IgG; G: collected with anti-granulocyte antibody; M7: collected with anti-monocyte antibody; CD3: collected with anti-CD3 antibody. The numbers indicate the percentage of cells in each antibody-derived fraction. They are the mean of four independent examinations (*n* = 4). Representative figures are shown. Click here for file

Additional file 4 **Figure S2.** Correlations between gene expression profiles in granulocyte fractions obtained by flow cytometry and Ficoll-Conray separation. Blood samples were divided and simultaneously analyzed using the two different methods. G: granulocyte, FL: flow cytometry. Data were normalized to *GAPDH* expression (*n* = 7). Click here for file

# Supplementary material for: Differential neutrophil gene expression in early bovine pregnancy
**Source:** Reprod Biol Endocrinol. 2013 Feb 5;11:6. doi: 10.1186/1477-7827-11-6
**Supplement:** Additional file 1 — Table S1. Genes whose expression increased significantly between D0 and D14 of gestation. Fold change from D0 to D14 assessed by microarray analysis (n = 3).

**Additional file 1: Table S1 - Genes whose expression increased significantly between D 0 and D14 of gestation**

Fold change from D 0 to D 14 assessed by microarray analysis (*n* = 3).

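Of the 72 entries of Table S1, 60 could be matched to a probe by accession, symbol or description, and 12 could not. The log2 fold changes of the 60 on day 14 against day 0 had a median of 1.25, and the folds ran from 0.860 to 32.8. The fold was at least 2 for 58 of them (96.7%), and 58 lay within 2% of the fold the paper lists. Across these genes, which are not independent replicates, Pearson's r with the paper's log2 folds was 0.935 and Spearman's rho 0.943. The methods' t-test gave an unadjusted p under 0.05 for 58 of the 60, and limma for 47. Over all 15208 probes, the methods' t-test with a fold of at least 2 gave 138 probes on day 14, of which 58 are matched entries of Table S1 and 80 are not. Entries without a match, or matched to another probe than the paper's, may be among the 80. Of the 60 matched probes, 33 were well above background on all 13 arrays. Under the normexp background, the median of the 60 on day 14 was 0.02. The offset of that background raises dim probes most on dim arrays, so this drop does not settle whether these genes changed.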

# Supplementary material for: Differential neutrophil gene expression in early bovine pregnancy
**Source:** Reprod Biol Endocrinol. 2013 Feb 5;11:6. doi: 10.1186/1477-7827-11-6
**Supplement:** Additional file 2 — Table S2. Genes whose expression increased significantly between D0 and D21 of gestation. Fold change from D0 to D21 assessed by microarray analysis (n = 5).

**Additional file 2: Table S2 - Genes whose expression increased significantly between D0 and D21 of gestation**

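For Table S2, 26 of the 28 entries could be matched to a probe. On day 21 against day 0, the 26 had a median log2 fold change of 1.28, with folds from 1.18 to 7.32. The fold was at least 2 for 25 of them (96.2%), and 25 lay within 2% of the paper's listed fold. Across the 26 genes, which do not count as independent replicates, Pearson's r of the log2 folds with those of the paper was 0.968 and Spearman's rho 0.998. Both limma and the methods' t-test gave an unadjusted p under 0.05 for 25. The methods' t-test on all probes, with a fold of at least 2, gave 36 probes, 25 of them matched entries of Table S2 and 11 not. Entries without a match, or matched to another probe than the paper's, may be among the 11. Of the 26 matched probes, 18 were well above background on all 13 arrays.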

Fold change from D0 to D21 assessed by microarray analysis (*n* = 5).

| Accession No. | Fold change | Description |
| --- | --- | --- |
| NM_001024557 | 7.31 | 2'-5'-oligoadenylate synthetase 2, 69/71kDa |
| NM_174007 | 7.20 | chemokine (C-C motif) ligand 8 |
| NM_174366 | 4.44 | ISG15 ubiquitin-like modifier |
| NM_001192267 | 4.22 | FERM domain containing 4A |
| BP101516 | 4.06 | Transcribed locus |
| NM_001034492 | 3.88 | complement component 2 |
| BM446421 | 3.83 | Transcribed locus |
| NM_173941 | 3.80 | myxovirus (influenza virus) resistance 2 (mouse) |
| BF604728 | 3.78 | Transcribed locus |
| XR_082763 | 3.41 | low density lipoprotein receptor-related protein 1 |
| CB467307 | 3.13 | Transcribed locus |
| BE682247 | 2.59 | Transcribed locus |
| XM_002695068 | 2.45 | AXL receptor tyrosine kinase |
| NM_001079646 | 2.43 | FXYD domain containing ion transport regulator 3 |
| XM_001789172 | 2.43 | plexin D1 |
| BE683736 | 2.41 | Transcribed locus |
| BF440504 | 2.41 | Transcribed locus |
| NM_001045941 | 2.33 | radical S-adenosyl methionine domain containing 2 |
| BM285701 | 2.25 | Transcribed locus |
| XM_002699405 | 2.25 | low density lipoprotein receptor-related protein 5 |
| EE896098 | 2.11 | Transcribed locus |
| NM_001015545 | 2.09 | RNA helicase LGP2 |
| CB171863 | 2.09 | Transcribed locus |
| BI534945 | 2.07 | Transcribed locus |
| NM_001034399 | 2.05 | FXYD domain containing ion transport regulator 6 |
| NM_001081581 | 2.03 | 4-aminobutyrate aminotransferase |
| CB426963 | 2.03 | Transcribed locus |
| NM_001144088 | 2.02 | SH3-domain binding protein 4 |

How the deposited data were processed for this re-analysis (not part of the article)

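PBL RNA of 13 samples was measured on a custom bovine 1-color oligo-microarray, with 5 arrays from day 0, 3 from day 14 and 5 from day 21 of gestation. Samples were grouped by the day and replicate number in the deposited sample titles, which give the same numbers per day as the paper. The arrays of the 3 days come from 5 cows according to the paper, without a record of which array is from which cow, so no test here pairs arrays by cow, which is a limit of them all. The extraction text of the deposited labels speaks of follicles and of another labelling kit than the paper, which used PBL, and the paper's description was followed. The authors' image software, Feature Extraction 9.5.1.1, produced the file of each array, with a background-subtracted processed signal per spot in linear intensity units. As deposited, the authors' table of the whole series holds log2 values, which the authors made from that signal by subtracting 1 constant per array. Its scale is not stated and was read from the values. Neither the flow cytometry nor the qPCR of the study was analysed here.

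The processed signals were put on the log2 scale, and the 75th percentile of each array was subtracted. The 114 spots that the software marked as outliers were left out, and the 10 saturated spots were kept. Of 15208 probes, 11440 were well above background on at least 3 arrays and were kept, 8555 were so on all 13 arrays and 2694 on none. Of all spots, 62014 (31.4%) were not well above background, and 36813 spots hold a small substitute signal. The lowest log2 75th percentile was 9.05, on replicate 3 of day 0, and the highest was 11.41.

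Probes were compared between days 14 and 0, 21 and 0, and 21 and 14 with limma 3.58.1 in R 4.3.3 (lmFit with 1 mean per day, eBayes with a trend of the variance on the mean level), and p was adjusted by Benjamini-Hochberg over the kept probes. Counts of 2-fold changes used an unadjusted p under 0.05. Single genes were also tested with exact two-sided permutation tests of the difference of means, and the rise over the 3 days with a one-sided exact Jonckheere-Terpstra test. Sets were tested with camera at an inter-gene correlation of 0.01, with an estimated correlation, and with fry. Principal components were compared with days and scan sessions by 100000 permutations. A scan session here holds the arrays scanned in 1 calendar month, which need not be 1 day. The other packages were multcomp 1.4.28 (Dunnett's comparison), statmod 1.5.0 and data.table 1.17.8.

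Probes were named from the array files and a table that pairs RefSeq accessions with symbols, which gave a symbol for 6187 probes. A list of 40 interferon-stimulated genes and lists of blood cell genes were written before the data were examined. A probe was paired with 16 of the 40, so the results of this list rest on those genes. ISG15, MX1, MX2 and OAS1 are not among them. RIGI, listed as DDX58, has a probe on the array that was not paired and so is left out. For granulocytes 11 of 18 genes had a probe, for monocytes 7 of 12, for T cells 9 of 12, for B cells 5 of 10, for erythroid cells 8 of 12 and for platelets 2 of 10. The genes named in the text were fixed beforehand as those the paper names for the arrays, the 5 entries with the largest fold in each of Tables S1 and S2, and up to 5 probes per direction past an adjusted p of 0.05 without overlap between the groups, of which there were none. Names outside this rule are marked as chosen later.

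The alternatives were the normexp background with an offset of 50, quantile normalization, scaling to the median, the authors' table of the whole series, no filter or a filter on all 13 arrays, eBayes without trend, a fit of the compared days only, the methods' t-test with and without the filter, the slide as a fixed or random block (estimated correlation 0.546), the replicate number as a block, folds of linear means, no fold threshold, Dunnett's comparison, and each array left out in turn. The offset was added to every signal before scaling, so on the log2 scale it raises dim probes most on dim arrays. Scan session as a block and session B alone were added after the data were seen. The procedure was tested on simulated data with 200 of 11440 probes changed by 2 on the log2 scale. At an adjusted p under 0.05 it recovered 61.5% of them on day 14 and 72.5% on day 21, with 3.91% and 7.05% false calls. The simulated noise was independent between probes and arrays, without scan sessions or shared cows, so these rates need not hold for the real arrays. The rule of an unadjusted p with a 2-fold change called 269 higher probes on day 14, of which 176 were unchanged, and 220 on day 21, of which 127 were unchanged.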

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

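Of the tests named here, the comparisons of CCL8 and of the B cell list with other arrays of the same scan session, and the scan session block with either correlation, were chosen only after the result was seen.

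For each named gene, cell list and array measure, the gap between an extreme array and its nearest neighbour was compared with the range of its day, by Dixon's criterion of 0.71 for 5 arrays. Of 46 groups tested, 2 exceeded it, and chance alone gives about 2.3.

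The log2 level of CCL8 (NM_174007) on day 0 replicate 4 was -1.24, far from the other 4 arrays of that day, which lay between -6.72 and -5.18 (ratio 0.719). Those arrays are near the background, and 2 of the 5 arrays of day 0 were not well above it. The scan session is argued against, since the highest of the other day 0 arrays of the same session was at -5.18. A mislabelled or mixed sample stays open. On the interferon list, this array was at 0.28, nearer the mean of day 21 (0.32, SD 0.23) than that of the other arrays of day 0 (-0.32, SD 0.41), but replicate 3 of day 0, of the same session, was as high, at 0.29. On the granulocyte list it was at 0.53, nearer the other arrays of day 0 (0.48, SD 0.44) than those of day 21 (-0.29, SD 0.49), and the spreads of the 2 days overlap, so the labels cannot be told apart. A response to interferon in that cow on day 0 was not tested. The array matters for the results: without it, CCL8 passed an adjusted p of 0.05 on day 14 (log2 fold change 3.18, adjusted p 0.0231) and on day 21 (3.79, adjusted p 0.000654).

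The mean of the B cell list (5 genes) on day 21 replicate 1 was -0.85 relative to the mean of all arrays, and the other arrays of day 21 were between 0.00051 and 0.24 (ratio 0.781). A shift common to the whole scan session is argued against, since 2 of the other 3 arrays of that session were at 0.12 and 0.22. The third, replicate 1 of day 0, was low as well, at -0.58, so something shared by these 2 arrays stays open. All 5 genes of the list were below every other array of day 21. The erythroid list on this array was at 2.55 against -2.63 to 0.28 on the others, and the granulocyte list at 0.53 against -0.71 to -0.20. These values are in line with a different mix of blood cells in this pellet, a hypothesis found and tested on the same arrays. Whether the mix came from the cow or from the preparation was not tested. The monocyte list of this array, at 0.27, lay within the range of the others (-1.05 to 0.51).

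The genes of the interferon list outside Tables S1 and S2 (13 genes), which the paper does not discuss for the arrays, had a median log2 fold change of 0.51 on day 21 against day 0, with 9 of 13 higher. The set test gave a p of 0.00211 (0.00564 adjusted over 8 lists), but 0.0859 with an estimated correlation and 0.147 with fry, so the call rests on the preset correlation. Of 100 splits of the 10 arrays, 11 gave a p as small, so chance is not excluded. Scan session stays open. With session as a block the set test gave a p of 0.000506, and 0.156 under an estimated correlation. Within sessions, the mean of the list on day 21 minus day 0 was -0.14 in session B and 0.59 in session C.

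The whole interferon list (16 genes) was higher on day 21 than on day 14 by a median of 0.55, a difference between the 2 days of gestation under the same comparison with day 0. Of the 16, 14 were higher, and the set test gave a p of 5.17e-11, with 0.00716 under an estimated correlation and 0.0579 with fry. Among the 56 splits of these 8 arrays, only the real one (1 of 56) gave a p as small, so chance is excluded at 5%. Scan session as the whole cause is argued against by a p of 4.71e-12 with session as a block, and 0.0277 under an estimated correlation, with differences of 0.86 in session A and 0.22 in session B. None of the 6 blood cell lists passed a set test p of 0.05 between these days, with 0.0797 for the erythroid list, 0.136 for the granulocyte list and 0.137 for the monocyte list. That does not exclude a different mix of cells, and a rise with gestation stays a hypothesis.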

How the results depend on the processing

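The scan session block and session B alone were chosen only after the data were seen; the other alternatives were chosen before the data were examined. Passed and fell short refer to an unadjusted p of 0.05 in limma, or in camera for gene lists, unless another test is named. The cause was not tested for any change below, except where fewer arrays, fewer probes or another threshold are the alternative itself.

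Leaving aside runs without 1 array, 393 values of the main comparisons kept their direction and side of the threshold or stayed within their spread, 42 counts or medians moved, 12 results fell short of the threshold, 12 passed it and 7 reversed. Among single genes and cell lists, 427 values kept direction and side, 21 fell short, 17 passed and 30 reversed. ISG15 on day 21 against day 0 (main log2 fold change 2.15) ranged from 1.42 to 3.43, MX1 (0.84) from 0.76 to 1.27 and MX2 (1.93) from 0.85 to 2.04. The interferon list on day 21 (0.53) ranged from 0.087 to 0.69, and Table S2 genes (median 1.28) from 0.87 to 1.46. No alternative changed the count of 0 for probes lower on day 21 than day 0, or for probes between days 21 and 14 in either direction.

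Under the normexp background, 3 probes were lower on day 14 after adjustment (CB468302, TFB1M and PTX3, named after their values were seen). At least 2-fold higher were 17 probes on day 14 (15 of them among the main 135), 21 on day 21 (18 of the main 53) and 2 on both days (both among the main 15). MX2 on day 21 fell short (0.99), and the Table S1 median dropped from 1.25 to 0.017. Reversed on days 14 and 21 were EE896098 (-0.47 and -0.50), BP103217 (-0.29 and -0.46), BM481136 (-0.26 and -0.70), NM_174109 (-0.51 and -0.79) and the platelet list (-0.33 and -0.32). Also reversed were the interferon (-0.012), monocyte (0.019) and T cell (-0.063) lists on day 14 and the B cell list on day 21 (-0.016). Under this background the median log2 fold change of all kept probes was -0.25 on day 14 and -0.28 on day 21, against 0.089 and -0.0074 in the main setting, so these changes are relative to that shift. With quantile normalization, the T cell list reversed on day 14 (-0.069). With scaling to the median, 84 probes were 2-fold higher on day 14 (84 shared) and 7 on both days (6 shared), the Table S1 median was 1.13, the interferon (-0.10) and T cell (-0.033) lists reversed on day 14, and the exact trend p of OAS1 was 0.0582.

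Without the filter, 110 probes were at least 2-fold lower on day 21 (66 shared). With probes well above background on all 13 arrays, 4 were lower on day 14 after adjustment (the 3 above and GADD45A, also named afterwards), 47 were 2-fold higher on day 14 (46 shared), 27 on day 21 (27 shared) and 7 on both (7 shared), and the interferon list on day 14 was -0.00036. In a fit of the compared days only, ISG15 on day 21 against day 14 passed (1.17). By the methods' t-test, 33 probes were 2-fold higher on day 21 (33 shared) and 6 on both (4 shared), ISG15 on day 21 against day 14 passed (1.17) and OAS1 on day 21 fell short (1.51); without the filter the last 3 values were the same. By Dunnett's comparison OAS1 on day 21 fell short on linear (log2 ratio 1.20) and on log2 values (1.51). With no fold threshold, 222 probes were higher on day 14 and 123 on day 21. Without the genes of Tables S1 and S2, the interferon list on day 14 was -0.0080.

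With the slide as a fixed block, 5 probes were higher on day 21 after adjustment (ISG15, OAS2, RIGI, BM446421 and BF604728, named after their values were seen), 77 were 2-fold higher on day 14 (11 shared) and 23 on both days (2 shared). This block sets aside the arrays of slides that held 1 day only, among them replicates 3 and 4 of day 0. ISG15 (2.86), MX1 (1.03), OAS1 (1.94) and the interferon list (0.64) passed on day 14, and the Table S1 median was 0.34. Reversed were BP101882 on day 21 (-0.60), BP103217 on day 14 (-0.10), NM_174109 on day 21 (-0.082), the T cell list on day 14 (-0.61), the erythroid list on days 14 (0.73) and 21 (1.08) and the monocyte list on day 21 (0.087). Of the 12 tests of cell lists, 5 passed, against 2 in the main setting. With the slide as a random block, 5 probes were higher on day 21 after adjustment (ISG15, OAS2, BP104473, BM446421 and BF604728, named likewise), 53 were 2-fold higher on day 14 (25 shared) and 94 lower (71 shared). ISG15 (1.9), OAS1 (1.37) and the interferon list (0.34) passed on day 14, the Table S1 median was 0.77, and the T cell (-0.27) and erythroid (0.086) lists on day 14 and the erythroid (0.32) and monocyte (0.019) lists on day 21 reversed.

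Whether equal replicate numbers pair arrays of 1 cow is not stated. Over 11 pairs with the same number the correlation of residuals ran from -0.69 to 0.62, and 7 were above 0.1. Between days 0 and 21 it was 0.50, 0.62, 0.42 and 0.27 for replicates 1, 2, 4 and 5, each pair within 1 scan session, and -0.24 for replicate 3, across sessions, so a shared cow and a shared session cannot be told apart there. With the replicate number as a block, 8 probes were higher and 31 lower on day 14 after adjustment, and 713 were 2-fold higher (103 shared) and 312 lower (142 shared). In this block OAS1 passed on day 14 (1.74) and reversed between days 14 and 21 (-0.22), the Table S1 median was 1.44, and the interferon (-0.012) and monocyte (0.049) lists reversed on day 14.

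With scan session as a fixed block, 89 probes were 2-fold higher on day 14 (33 shared) and 104 lower on day 21 (53 shared), MX2 on day 21 against day 14 passed (1.22), the Table S1 median was 0.78, the T cell list on day 14 (-0.12) and the erythroid list on day 21 (0.074) reversed, and 4 tests of cell lists passed. In session B alone, with 7 arrays, 252 probes were 2-fold higher (60 shared) and 258 lower (110 shared) on day 14, 188 higher (17 shared) and 225 lower (51 shared) on day 21, and 77 higher on both (6 shared). There, ISG15 (1.42), MX1 (0.76), MX2 (0.85) and the interferon list (0.087) on day 21 fell short, as did the exact trends of ISG15 (p = 0.219) and MX2 (p = 0.138). The Table S1 median was 1.08, and the interferon (-0.046) and T cell (-0.13) lists on day 14 reversed.

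With 1 array left out at a time, ISG15, MX1 and MX2 on day 21, Table S2 genes and the interferon list on day 21 kept their direction and side of the threshold in all 13 runs. After adjustment, 0 to 1 probes were higher on day 14 and 0 to 1 on day 21 (CCL8 in both, without replicate 4 of day 0), and 0 to 1 lower on day 14 (CB468302, without replicate 1 of day 21). The 2-fold counts ran from 79 (without replicate 1 of day 0) to 345 (without replicate 5 of day 0) higher on day 14, 126 to 250 lower on day 14 (without replicate 3 of day 0 and replicate 1 of day 14), 32 to 88 higher on day 21 (without replicate 3 of day 21 and replicate 5 of day 0), 42 to 115 lower on day 21 (without replicates 3 and 2 of day 0) and 6 to 49 on both (without replicates 3 and 5 of day 0). On day 14, ISG15 ran from 0.59 to 1.52 (the latter without replicate 4 of day 0, where it passed), MX1 from -0.018 to 0.68 (without replicates 2 and 1 of day 14), MX2 from 0.83 to 1.49 and OAS1 from 0.79 to 1.87. On day 21 against day 14, ISG15 ran from 0.72 to 1.48 (it passed without replicate 4 of day 0, with an unchanged value), MX1 from 0.17 to 0.86 (it passed at 0.86, without replicate 2 of day 14) and OAS1 from -0.35 to 0.71. OAS1 on day 21 ran from 1.07 (without replicate 1 of day 0) to 1.95 (without replicate 4 of day 0), and its exact trend p from 0.0117 to 0.0716 for the same arrays. The Table S1 median ran from 1.17 to 1.37. On day 14, the lists ran from -0.14 to 0.21 (interferon), -0.30 to 0.075 (monocyte), -0.086 to 0.74 (T cell) and -0.036 to 0.62 (platelet). On day 21 they ran from -0.26 to 0.11 (monocyte), -0.30 to 0.17 (T cell), -0.054 to 0.27 (B cell) and -0.72 to 0.18 (erythroid), and 2 to 4 tests of cell lists passed, with 4 without replicate 1 of day 21.

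Signal over background limits the dim probes. EE896098, BP103217, BM481136 and NM_174109 were each well above background on 1 of 5 arrays of day 0, and their folds on day 14 and day 21 changed sign under the normexp background. The offset of that background raises such dim probes most on dim arrays.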

Differences from the paper's values

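None of the tests in this part was chosen only after the result was seen, and the alternatives named here were set before the data were examined.

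The paper reports 72 genes increased on day 14, and 135 probes were at least 2-fold higher here at an unadjusted limma p under 0.05. The count came within 1.5 times the paper's with quantile normalization (97), scaling to the median (84), the slide as a fixed block (77) or a random block (53), and without replicate 1 (79) or 3 (101) of day 0 or replicate 2 of day 14 (82). It did not with the normexp background (17), the authors' table of the whole series (133), no filter (167), the filter on all 13 arrays (47), eBayes without trend (162), the compared days only (165), the methods' t-test (123, or 138 without the filter), the replicate number as a block (713), no fold threshold (222) or folds of linear means (119), nor when any other array was left out (115 to 345).

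For day 21 the paper reports 28 genes, and 53 probes were found by the same rule. The count came within 1.5 times the paper's with the normexp background (21), the filter on all 13 arrays (27), the methods' t-test (33, or 36 without the filter), and without replicate 3 of day 0 (37) or replicate 3 of day 21 (32). It did not with quantile normalization (67), scaling to the median (47), the authors' table of the whole series (53), no filter (58), eBayes without trend (54), the compared days only (50), the slide as a fixed (76) or random block (68), the replicate number as a block (56), no fold threshold (123) or folds of linear means (45), nor when any other array was left out (46 to 88).

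The paper gives 3 genes outside the ISGs as common to both days, and 15 probes passed the 2-fold rule on both days here. The counts of this paragraph leave out the 4 ISGs and the interferon list, unlike those over all kept probes in the part on the choice of processing. Only the normexp background (2) came within 1.5 times the paper's number. The other alternatives did not, with 16 under quantile normalization, 7 with scaling to the median or with the filter on all 13 arrays, 15 in the authors' table of the whole series, 17 without the filter, 18 for eBayes without trend, 13 for the compared days only, 6 by the methods' t-test with or without the filter, 19 with the slide as a fixed block or the replicate number as a block, 12 with the slide as a random block and 5 to 49 with 1 array left out. The paper lists EE896098 for both days, and it was not among the 15, since its change of 1.01 on day 14 did not pass an unadjusted limma p of 0.05. It passed by the methods' t-test with or without the filter, by eBayes without trend, and without replicate 3 of day 0, replicate 2 of day 14 or replicate 3 of day 21.

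The fold of NM_001102478 on day 14 was 0.860, and the paper's is 2.57. No alternative brought it within 1.5 times the paper's or within the spread (0.529 to 0.993). For NM_001081581 on day 21 the fold was 1.18, and the paper's is 2.03. It came within the spread with quantile normalization (1.24) and without replicates 1 (1.25), 2 (1.37) or 3 (1.21) of day 0 or replicates 1 (1.37) or 4 (1.27) of day 21, and not with the other alternatives (0.535 to 1.18). The probe of the first was well above background on 0 of 13 arrays and that of the second on 1 of 13, so neither fold can be set exactly against the paper's. Both entries were matched by symbol alone, so the probe and the paper's entry need not be the same sequence.

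The levels of ISG15, MX1, MX2 and OAS1 on the linear scale differed by less than their spread from those of Fig. 1A read by eye, for example about 40 for ISG15 on day 21, where 39.4 was found. In Fig. 1A the paper marks ISG15, MX1 and MX2 on day 21 as different from day 0 and leaves OAS1 unmarked, and OAS1 passed an unadjusted limma p of 0.05 here. OAS1 did not pass by the methods' t-test, by Dunnett's comparison on linear or log2 values, or without replicate 1, 2 or 5 of day 0 or replicate 3, 4 or 5 of day 21.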

Other observations

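The tests of scan session on the first component and on the granulocyte list, of scaling and of the granulocyte share on the granulocyte list, of a smaller granulocyte share on the interferon list, and the splits for counts at an adjusted p, were chosen only after the result was seen, as were session B alone, values within sessions and the scan session block.

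The first principal component followed the scan session, which accounted for 94.6% of it (permutation p = 0.00011). The second carried 19.8% of the variance, with 81.3% between sessions (permutation p = 0.00017) and 19.5% between days (p = 0.331). The third carried 9.97%, with 24.9% between days (permutation p = 0.237). Between sessions C and B, 4144 probes differed at an adjusted limma p under 0.05. A GC effect is argued against, since that difference had a Spearman correlation of only 0.11 with the GC content of the probes, and 0.19 with their mean signal. Session C is also 1 slide, and session and slide cannot be told apart there because of this layout. What the cows or RNA of a session had in common was not tested. Arrays of different days in 1 session resembled each other most: the Pearson correlation across probes, which are not independent, was 0.991 between replicate 3 of day 21 and replicate 1 of day 14, on different slides of session A. No 2 arrays were identical.

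For the counts of 2-fold changes, other splits of the same arrays into groups of the same sizes were fitted the same way, and chance is not excluded for any of these counts. On day 14, 17 of 56 splits gave at least 135 higher probes and 21 of 56 at least 156 lower. The split that follows the scan session gave 973 higher and 900 lower, and with scan session as a block the day gave 89 higher and 227 lower. On day 21, 74 of 100 splits gave at least 53 higher and 69 of 100 at least 66 lower, with 1245 for the split by session, and 62 higher and 104 lower with session as a block. For the 15 probes higher on both days, 39 of 100 splits gave as many. With 0 probes past an adjusted p of 0.05, every split gives at least as many whatever the data (56 of 56 for day 14, 100 of 100 for day 21 and 56 of 56 for day 21 against day 14), so these splits decide nothing. The number of probes at an unadjusted p under 0.05 was 529, 323 and 115 by limma and 669, 285 and 177 by the methods' t-test. The split by session gave 2970 probes past an adjusted p of 0.05 on the arrays of days 0 and 21. In data simulated without a difference between days, independent noise gave a median overlap of 24 probes between both days, and 97 of 100 draws reached 15.

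The interferon list (16 of 40 genes paired with a kept probe, without ISG15, MX1, MX2 and OAS1) had a median log2 fold change of 0.023 on day 14 (set test p of 0.352). There the mean, -0.010, and the direction of the test are negative. As many as 33 of 56 splits gave a p as small, so chance is not excluded. With the slide as a fixed or random block, the median on day 14 was 0.64 or 0.34. The set test p were then 4.85e-07 and 0.0138, so the call on day 14 depends on the block. The fixed block sets aside replicates 3 and 4 of day 0, the highest of that day on this list. With p above 0.05, the median was negative under the normexp background (-0.012) and scaling to the median (-0.10). The same held with the replicate number as a block (-0.012) and in session B alone (-0.046). On day 21 the median was 0.53 and 12 of 16 genes were higher, with a set test p of 4.04e-07 (1.61e-06 adjusted over 8 lists), 0.0266 under an estimated correlation and 0.0462 with fry. Of 100 splits, 5 gave a p as small, so chance is not excluded at 5%. The split by session gave a set test p of 0.414. A larger granulocyte share is argued against, since the median of the granulocyte list was lower (-0.73). A smaller share stays open: it would lower that list by itself, and of the 5 other cell lists only 2 were higher, none past a set test p of 0.05. Scan session stays open, with a set test p of 3.15e-07 with session as a block and 0.0825 under an estimated correlation. The list mean rose by 0.98 in session C and by 0.057 in session B, where the median was 0.087 (set test p of 0.499). A different monocyte share stays open and cannot be told apart with these arrays (exact permutation p = 0.23 for the difference between the lists). A response to the conceptus stays a hypothesis.

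The granulocyte list (12 probes for 11 genes) was lower on both days, which the paper does not report. On day 14 its median was -0.81, with 10 of 12 probes lower, a set test p of 1.23e-08 (9.82e-08 adjusted over 8 lists), 0.0131 under an estimated correlation, 0.0172 with fry and an exact permutation p of 0.0357 for the list mean. On day 21 the median was -0.73, with 11 of 12 lower, and the p by the same tests were 4.56e-09 (adjusted 3.65e-08), 0.0113, 0.0146 and, by the exact permutation test, 0.0238. Among the members, of which those named here were chosen after their values were seen, S100A8 changed by -1.29 and -1.33 on days 14 and 21, and MMP9 by -2.22 and -1.95. The abundant members S100A12 and S100A8 had mean log2 levels of 6.93 and 5.60, and none of the list is an entry of Table S1 or S2. The list was negative with p under 0.05 in the 15 alternatives and in all 13 runs without 1 array, with medians from -1.05 to -0.22 on day 14 and from -1.12 to -0.41 on day 21 over the 15. The real split alone (1 of 56) and 3 of 100 splits gave a p as small on days 14 and 21, so chance is excluded at 5%. Scan session as the whole cause is argued against by a set test p of 1.19e-06 and 2.15e-08 with session as a block, and of 0.0496 and 0.0286 under an estimated correlation. The list mean was lower in session B on both days (-0.94 and -1.11) and in session C on day 21 (-0.50). Brightness of the probes is argued against by random lists of equal signal, of which 0 of 10000 had a median as low on either day (medians of 0.064 and -0.024). Scaling is argued against, since the largest p over 3 other scalings and the normexp background was 4.68e-07 on day 14 and 0.000125 on day 21. A smaller granulocyte share as the whole cause is argued against, since the 8 probes of the list that were well above background on every array did not change alike (chi-square p = 0.0265 and 0.000799), and only 3 of 5 and 2 of 5 other cell lists were higher. A change of expression within granulocytes, in part together with a smaller share, may be behind it and stays open.

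In the main setting, the other cell lists did not pass a set test p of 0.05 on either day. On days 14 and 21, the monocyte list (6 probes) changed by -0.071 (p of 0.39) and -0.12 (p of 0.71, mean 0.0034 and test positive), the T cell list (9 probes) by 0.093 (p of 0.963) and -0.24 (p of 0.492), and the B cell list (5 probes) by 0.33 (p of 0.394) and 0.11 (p of 0.717). The erythroid list (4 probes) changed by -0.49 (p of 0.0565) and -0.12 (p of 0.486), and the platelet list (2 probes) by 0.32 (p of 0.556) and 0.21 (p of 0.355). Some alternatives changed these calls. With the slide as a fixed block, the T cell list passed on both days (-0.61 and -0.63) and the erythroid list, reversed, on day 21 (1.08). The monocyte list passed on day 14 with scan session as a block (-0.45) and in session B alone (-0.59).

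The arrays of a day differed in the levels of ISG15, MX1, MX2 and OAS1, with an SD for ISG15 of 1.65 on day 0 and 0.20 on day 21. A different granulocyte share as the source of this spread stays open. For genes expressed mainly in granulocytes, a change of the share would move the granulocyte list by 1 for each unit of the 4 genes, and the slope was -0.0049 with an upper 95% limit of 0.407. Among the 7 arrays of session B the slope was 0.30 (95% interval -0.58 to 1.18). These limits treat the arrays as independent, although days share cows, and they do not bear on genes expressed mainly in other cells. What else the cows differed in was not tested.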
